# Transcriptome Reprogramming of CD11b^+^ Bone Marrow Cells by Pancreatic Cancer Extracellular Vesicles

**DOI:** 10.3389/fcell.2020.592518

**Published:** 2020-11-27

**Authors:** Joana Maia, Andreia Hanada Otake, Juliana Poças, Ana Sofia Carvalho, Hans Christian Beck, Ana Magalhães, Rune Matthiesen, Maria Carolina Strano Moraes, Bruno Costa-Silva

**Keywords:** tumor microenvironment, extracellular vesicles, macrophages, monocytes, metastasis, pancreatic cancer, exosomes, cancer

## Abstract

Pancreatic cancers (PC) are highly metastatic with poor prognosis, mainly due to delayed detection. We previously showed that PC-derived extracellular vesicles (EVs) act on macrophages residing in the liver, eliciting extracellular matrix remodeling in this organ and marked hepatic accumulation of CD11b^+^ bone marrow (BM) cells, which support PC liver metastasis. We here show that PC-EVs also bind to CD11b^+^ BM cells and induce the expansion of this cell population. Transcriptomic characterization of these cells shows that PC-EVs upregulate IgG and IgA genes, which have been linked to the presence of monocytes/macrophages in tumor microenvironments. We also report here the transcriptional downregulation of genes linked to monocyte/macrophage activation, trafficking, and expression of inflammatory molecules. Together, these results show for the first time the existence of a PC–BM communication axis mediated by EVs with a potential role in PC tumor microenvironments.

## Introduction

Pancreatic cancer is the fourth leading cause of cancer-related deaths in the world, displaying a 5-year survival rate of about 6% and a median survival rate of about 6 months. Among pancreatic cancers, pancreatic ductal adenocarcinoma (PC) is the most common type and accounts for more than 90% of cases (Saif, 2011). A combination of factors leads to the poor prognosis of PC, including difficulties in detecting early stage disease, its high metastatic potential, and its resistance to conventional therapies. Current predictions report a worldwide escalation in the incidence of this disease and an over twofold increase in the number of new PC cases, as well as related deaths, by 2030 (Ying et al., 2016; Foucher et al., 2018).

Tumors do not exist as isolated entities, but as complex systemic networks involving cell–cell communication between transformed and non-transformed cells. The milieu created by tumor-associated cells can be composed by both local cells and cells recruited from distant sites, such as the bone marrow (BM) (Bergfeld and DeClerck, 2010), creating a tumor microenvironment thought to be a key modulator of tumor progression by providing either inhibitory or stimulatory growth signals (Bissell and Hines, 2011). In sites distant from the primary tumor, non-tumor cells can also be hijacked in order to prepare the future metastatic sites that support engraftment and survival of metastatic cells (Bergfeld and DeClerck, 2010; Lee and Margolin, 2011). Besides direct cell-to-cell communication, secreted factors play a key role in the interaction among cells. Of these, extracellular vesicles (EVs) have emerged as novel cell–cell communication players in setting up and modifying tumor microenvironments (Record et al., 2014; Maia et al., 2018).

Extracellular vesicles are vesicles released by both prokaryotic and eukaryotic cells, being involved in various physiological and pathological processes (Kalluri and LeBleu, 2020). Microvesicles and exosomes are prevalent types of EVs in biofluids. Microvesicles are generated by the direct outward budding of the plasma membrane, and they range in size from ∼100 to 1,000 nm (Stahl and Raposo, 2019). In contrast, exosomes have an endosomal origin and fall within a size range of ∼30 to 150 nm in diameter (Maia et al., 2018; Stahl and Raposo, 2019). Regardless of their type, EVs can harbor biomolecules such as proteins, DNAs, messenger RNAs, microRNAs, and other RNAs (Nolte-’t Hoen et al., 2012). Due to their cargo and capacity to transfer information both locally and to distant sites, consensus has lately emerged on their role as “signal-transducing agents” (Stahl and Raposo, 2019).

The role of EVs in oncology is currently an active area of research. We have recently described a previously unknown prometastatic circuit in which pancreatic cancer-derived EVs can induce the formation of liver premetastatic niches (LPMN) that foster metastatic development (Costa-Silva et al., 2015; Hoshino et al., 2015). We demonstrated that EVs derived from malignant pancreatic lesions play a key role in LPMN initiation by being specifically taken up by Kupffer cells (KC) in the liver, where they activate fibrotic pathways and promote a pro-inflammatory milieu that ultimately supports metastasis. In particular, we showed that exosomal macrophage migration inhibitory factor (MIF) induces the release of transforming growth factor β (TGF-β) by KCs, which, in turn, promotes activation and fibronectin production by hepatic stellate cells. Fibronectin deposits subsequently promote the arrest of CD11b^+^ BM-derived cells in the liver, completing the formation of the LPMN (Costa-Silva et al., 2015). Although we showed that BM cells are a key component of the LPMN, it is still unknown whether PC-EVs have a potential direct effect in BM cells and in their phenotypes.

Considering that virtually any cell in the body is a potential target for these tumor-derived messages, the identification of novel cellular circuits induced by tumor-derived EVs will help to further elucidate the cellular mechanisms involved in oncologic diseases. In this work, we show that PC-EVs preferentially bind to CD11b^+^ BM cells and induce the expansion of this cell population. Additionally, PC-EVs induce phenotypic changes in CD11b^+^ BM cells with potential relevance to the dynamics of the tumor microenvironments. Together, these results demonstrate the existence of a PC–BM communication axis mediated by EVs with a potential role in PC tumor microenvironments.

## Materials and Methods

### Cells

The C57Bl/6 murine pancreatic adenocarcinoma PAN02 (also identified as Panc02) was purchased from the DTP, DCTD Tumor Repository, NIH. Cells were cultured in RPMI supplemented with 10% fetal bovine serum (FBS, Biowest S181BH-500, Nuaillé, France) and 1% penicillin–streptomycin (Gibco 15-140-122, United States), and maintained at 37°C with 5% CO_2_ levels. For conditioning, cells were cultured in RPMI supplemented with 1% penicillin–streptomycin and 10% EV-depleted FBS. FBS was depleted of bovine EVs by ultracentrifugation at 100,000 *g* for 140 min. For the preparation of the conditioned medium, 1 × 10^6^ PAN02 cells were seeded in 150 mm culture dishes containing 20 ml of medium, and the conditioned medium was collected after 72 h of culture.

### EV Isolation

The EV isolation/purification procedure was performed as previously described (Ferreira et al., 2019). Specifically, the conditioned medium was submitted to two initial centrifugations (10 min, 500 *g* and 20 min, 3,000 *g*) to remove any suspended or dead cells in the medium. To remove large EVs, media was centrifuged (20 min, 12,000 *g*) and the pellet was discarded. The supernatant enriched in small EVs was again centrifuged (2 h 20 min, 100,000 *g*), and the EV-enriched pellet was collected. For sucrose cushion purification, this pellet was resuspended in 14 ml filtered phosphate buffered saline (PBS, Corning 15313581, NY, United States) and added to the top of 4 ml sucrose solution (D2O containing 1.2 g of protease-free sucrose and 96 mg of *Tris* base adjusted to pH 7.4). A new ultracentrifugation was performed (1 h 10 min, 100,000 *g*), after which 4 ml of the sucrose fraction was collected using a 18G needle placed at the bottom of the ultracentrifugation tube (away from the pellet). Finally, 16 ml of PBS was added to the collected sucrose/EV solution and an overnight (16 h, 100,000 *g*) ultracentrifugation was performed. The pellet containing the isolated EVs was resuspended in filtered PBS.

All solutions used (PBS and sucrose cushion) were sterile (0.22 μm membrane-filtered). All centrifugation steps were performed in refrigerated conditions (10°C), and ultracentrifugation was performed with rotors 50.4Ti or 70Ti (Beckman-Coulter, CA, United States).

### EV Labeling

For EV-tracking experiments, purified EVs were fluorescently labeled using PKH67 membrane dye (PKH67GL-1KT, Sigma-Aldrich, Germany). The staining was performed during the isolation protocol according to the manufacturer’s instructions. Briefly, labeling was done before the sucrose cushion step. After the fraction with labeled EVs (4 ml) was collected, the isolation protocol was performed as previously stated.

### EV Characterization

All EV samples were analyzed for particle concentration and size distribution by the NS300 Nanoparticle Tracking Analysis (NTA) system with red laser (638 nm) (NanoSight – Malvern Panalytical, United Kingdom). Samples were prediluted in filtered PBS to achieve a concentration within the range for optimal NTA analysis. Video acquisitions were performed using a camera level of 16 and a threshold between 5 and 7. Five to nine videos of 30 s each were captured per sample. Analysis of particle concentration per milliliter and size distribution were performed with the NTA software v3.4.

Additionally, protein quantification of the EV preparations was assessed by BCA assay (Pierce^TM^ BCA Protein Assay kit, Thermo Fisher Scientific).

### EV Treatment

All mouse work was performed in accordance with national animal experimentation guidelines (DGAV), animal protocol 0421/000/000/2018. Adult C57Bl/6 female mice (5 to 8 weeks old) were used for all experimental procedures. Mice were anesthetized using isoflurane 1.5–3%. Five micrograms of EVs were injected into the retro-orbital venous sinus in a total volume of 100 μl filtered PBS. For education experiments, mice received 5 μg of EVs every other day, three times per week for 3 weeks. In the experiments involving evaluation of EV incorporation, labeled EVs were injected 24 h prior to tissue collection, and analysis of EV^+^ cells was performed by flow cytometry or immunofluorescence. Unlabeled EVs were used as controls for signal specificity. For education experiments, retro-orbital injection of PBS was used in the control groups.

### Flow Cytometry Analysis

For tracking of labeled EVs and phenotypical analysis of murine organs, femurs were flushed and single-cell suspensions were filtered through a 40-μm strainer. Cells were washed in PBS with 1% BSA and incubated with anti-CD11b-PerCP-Cyanine5.5 (clone M1/70, 1:100, BD Biosciences – 561114) at predetermined saturating concentrations. PKH67-labeled EV-positive cells were detected using blue laser excitation and 488 nm emission. Data for 1,000,000 cells was acquired on a BD FACS Canto^TM^ cytometer with Diva software (BD) and was analyzed using FlowJo^TM^ software (TreeStar).

### Collection of BM-Derived Cells and CD11b^+^ Magnetic Sorting

C57Bl/6 female mice were euthanized and femurs and tibiae were harvested and cleaned. The bones were flushed with cold working buffer (PBS supplemented with 0.5% BSA and 2 mM EDTA), using a 26G needle. The preparation was resuspended using a 18G needle and filtered through a 40-μm strainer. The single-cell preparation was then centrifuged (500 *g*, 10 min, 4°C) and the resulting pellet resuspended in ACK buffer. After 2 min at room temperature, the lysis was stopped by adding more working buffer and the sample was centrifuged (500 *g*, 10 min, 4°C). The pellet was resuspended in working buffer and the cells were counted.

Subsequently, cells underwent MACS bead isolation using CD11b microbeads (Miltenyi Biotec, 130-049-601, Germany), which enabled the isolation of CD11b^+^ cells from the preparation. The CD11b^+^ cells were counted and centrifuged (500 *g*, 10 min, 4°C) and the pellet proceeded for RNA isolation.

### RNA Extraction and cDNA Preparation

Prior to RNA extraction, CD11b^+^ BM cells were run through the QIAshredder kit (79654, Qiagen, Germany). Total RNA was isolated using the RNeasy Mini kit (74104, Qiagen), following the manufacturer’s instructions, and resuspended in nuclease-free water. RNA concentration and purity were estimated by spectrophotometric absorbance (260 and 280 nm) using a Nanodrop 2000 unit (Thermo Scientific). One microgram of RNA was used to prepare cDNA using the QuantiTect Reverse Transcription Kit (205311, Qiagen), according to the manufacturer’s instructions.

### Illumina Strand-Specific RNA Sequencing

To analyze the genes whose expression was altered in mouse CD11b^+^ BM cells as a result of education with PAN02 EVs, animals were grouped between the ones educated with PAN02 EVs and the control animals educated with PBS. Total RNA was then isolated as described above, and the RNA quality was assessed using Bioanalyzer. The cDNA library was generated using Kappa Stranded Total RNA with Ribo-Zero Library Preparation Kit. The resultant DNA fragments (DNA library) were sequenced in the Illumina HiSeq 4000 platform, using 150 bp paired-end sequencing reads.

For the analysis of differentially expressed genes, we used the Differential Expression for RNA-Seq tool, which is a multifactorial statistical analysis tool based on a negative binomial model. It uses a generalized linear model approach influenced by the multifactorial EdgeR method (Robinson et al., 2009). The differentially expressed genes were filtered using standard conditions (van Iterson et al., 2010; Raza and Mishra, 2012), and the genes that fulfilled both conditions were listed in the results (Supplementary Table 1). The conditions were as follows: fold change (≥ 2 or ≤ −2) and false discovery rate (FDR) *P*-value ≤ 0.05.

### Primer Design

The primers used in this study were designed using Integrated DNA Technologies online software PrimerQuest Tool (Integrated DNA Technologies, Inc., United States). Primer sequences and characteristics are shown in Supplementary Table 2.

The amplification efficiencies of each selected gene performing quantitative RT-PCR (RT-qPCR) were evaluated using cDNA dilutions (1, 1:10, 1:100, 1:1,000, 1:10,000). The amplification efficiency *E* of all primers used was measured and all displayed high *E*-values ranging from 1.8 to 2.2 (Supplementary Table 2).

### RT-qPCR Assay and Analysis

The qRT-PCR reactions were performed in a CFX96 Touch Real-Time PCR Detection System thermocycler (Bio-Rad, United States). The reaction mix was performed using 10 μl SsoFast EvaGreen Supermix (1725200, Bio-Rad), primers at a final concentration of 500 nM, 1 μl of cDNA, and nuclease-free water to complete a final volume of 20 μl. After PCR, a melting curve program from 65 to 95°C with 0.5°C changes was applied, and the presence of a single reaction product in each well was confirmed. All reactions were performed in duplicate and technical replicates were run on the same plate. For the analysis, the threshold value used for each plate was the one defined by the software.

The relative expression was calculated using the model proposed by M.W. Pfaffl (2001) and normalized to both *Gapdh* and *Hmbs* levels, the two reference genes used.

### Mass Spectrometry

#### Peptide Sample Preparation

The protein solution containing SDS and dithiothreitol (DTT) was loaded onto filtering columns and washed exhaustively with 8 M urea in HEPES buffer (Wisniewski et al., 2009). Proteins were reduced with DTT and alkylated with IAA. Protein digestion was performed by overnight digestion with trypsin sequencing grade (Promega).

#### Nano-LC-MSMS Analysis

Peptide samples were analyzed by nano-LC-MSMS (Dionex RSLCnano 3000) coupled to a Q-Exactive Orbitrap mass spectrometer (Thermo Scientific). Briefly, the samples (5 μl) were loaded onto a custom-made fused capillary precolumn (2 cm length, 360 μm OD, 75 μm ID) with a flow of 5 μl per min for 7 min. Trapped peptides were separated on a custom-made fused capillary column (20 cm length, 360 μm outer diameter, 75 μm inner diameter) packed with ReproSil-Pur C18 3-μm resin (Dr. Maish, Ammerbuch-Entringen, Germany) with a flow of 300 nl per minute using a linear gradient from 92% A (0.1% formic acid) to 28% B (0.1% formic acid in 100 acetonitrile) over 93 min followed by a linear gradient from 28 to 35% B over 20 min at a flow rate of 300 nl per minute. Mass spectra were acquired in positive ion mode applying automatic data-dependent switch between one Orbitrap survey MS scan in the mass range of 400 to 1,200 *m*/*z* followed by higher-energy collisional dissociation (HCD) fragmentation and Orbitrap detection of the 15 most intense ions observed in the MS scan. Target value in the Orbitrap for MS scan was 1,000,000 ions at a resolution of 70,000 at *m*/*z* 200. Fragmentation in the HCD cell was performed at normalized collision energy of 31 eV. Ion selection threshold was set to 25,000 counts and maximum injection time was 100 ms for MS scans and 300 and 500 ms for MSMS scans. Selected sequenced ions were dynamically excluded for 45 s.

#### Database Search

The obtained data from the X LC-MS runs were searched using VEMS (Matthiesen et al., 2012; Carvalho et al., 2014) and MaxQuant (Cox and Mann, 2008). A standard proteome database from UniProt (3AUP000005640), in which common contaminants were included, was also searched. Trypsin cleavage allowing a maximum of four missed cleavages was used. Carbamidomethyl cysteine was included as fixed modification. Methionine oxidation, N-terminal protein acetylation, and S, T, and Y phosphorylation were included as variable modifications; 5 ppm mass accuracy was specified for precursor ions and 0.01 *m*/*z* for fragment ions. The FDR for protein identification was set to 1% for peptide and protein identifications. No restriction was applied for minimal peptide length for VEMS search. Identified proteins were divided into evidence groups as defined (Matthiesen et al., 2012).

### Negative-Staining Transmission Electron Microscopy

Extracellular vesicles were visualized by transmission electron microscopy (TEM) using negative staining. For this, 10 μl of the sample solution was mounted on formvar/carbon film-coated mesh nickel grids (Electron Microscopy Sciences, Hatfield, PA, United States). The excess liquid was removed with filter paper, and 10 μl of 1% uranyl acetate was added onto the grids. Visualization was carried out on a JEOL JEM 1400 TEM at 120 kV (Tokyo, Japan). Images were digitally recorded using a CCD digital camera (Orious 1100W Tokyo, Japan).

### Statistical and Pathway Analysis

Error bars in graphical data represent means ± SEM. Statistical significance was determined using a two-tailed Student’s *t*-test or by ANOVA. *P* < 0.05 was considered statistically significant. Statistical analyses were performed using the GraphPad Prism software (GraphPad software). No statistical method was used to predetermine sample size. The experiments were not randomized, and the investigators were not blinded to allocation during the experiments and outcome assessment.

### Accession Codes

The raw sequencing data (Supplementary Table 1) have been deposited in the GEO database under accession number GSE156071.

## Results

Isolated EVs were characterized for morphology and size by transmission electron microscopy (Figure 1A) and for size distribution by Nanoparticle Tracking Analysis (Figure 1B) and the expression of proteins commonly identified in EVs (Figure 1C). Currently, there are no available methods to isolate EVs expressing endosomal features and consensus on markers that could be used to differentiate endosomal (i.e., exosomes) from membrane shedding-derived vesicles (i.e., microvesicles). In fact, even molecules considered as markers of small endosomal EVs, such as HSP70, CD63, and CD9, have been reported to be present both in small and large EVs (Kowal et al., 2016). Therefore, although the majority of our vesicles display exosome features, including size (Figures 1A,B) and molecular composition (Figure 1C and Supplementary Table 3), we decided to identify them as EVs throughout the manuscript to avoid potential sample misidentification, following the latest MISEV’s recommendations (Thery et al., 2018).

**FIGURE 1:**
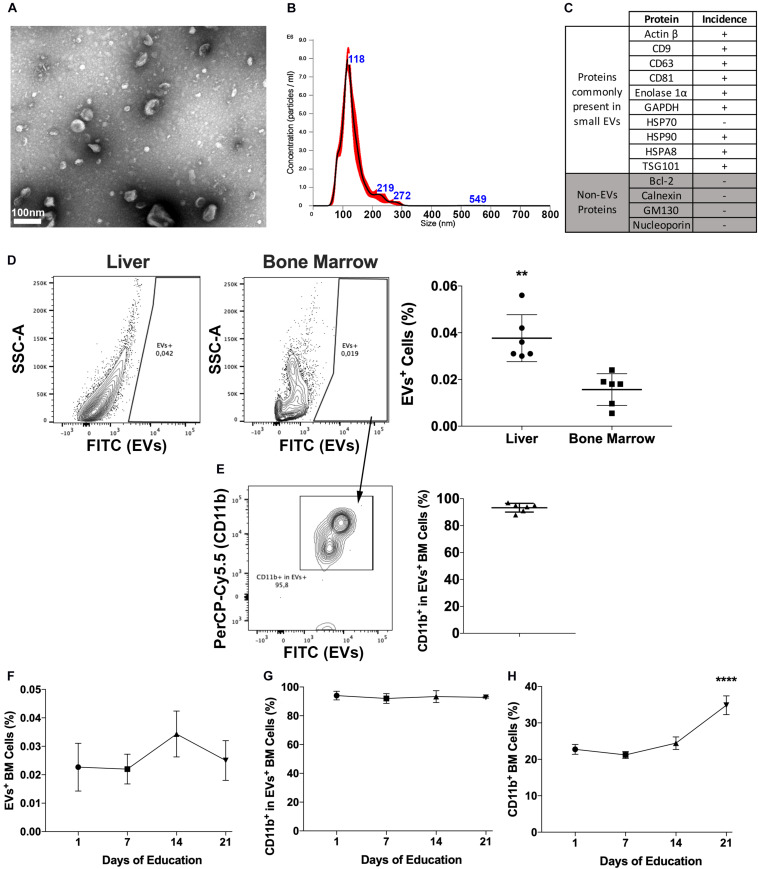
Pancreatic cancers-derived EVs binding to BM cells. **(A)** Representative transmission electron microscopy of PAN02 EVs. **(B)** Representative Nanoparticle Tracking Analysis of PAN02 EVs. **(C)** Proteins frequently present and absent in small EVs, studied in PAN02 EVs by Protein Mass Spectrometry. **(D)** PC-EVs are taken up by liver and BM cells, 24 h post-injection. **(E)** Most of the cells that take up PC-EVs are CD11b^+^ BM cells. **(F)** Three-week education with PC-EVs does not modify the incidence of EV^+^ BM cells or CD11b^+^ cells within cells that take up PC-EVs **(G)**. **(H)** Three-week education with PC-EVs induces the increase of BM CD11b^+^ cells. **P < 0.01, ****P < 0.0001 by ANOVA.

To first determine the occurrence of PC–BM interaction, labeled PC-EVs were injected intravenously in mice. Besides the liver, 24-h post-injection EVs were also located in the BM, albeit the percentage of EVs^+^ cells in the BM was lower (∼0.02%) than the one found in the liver (∼0.04%) (Figure 1D). In the BM, more than 80% of the cells that took up PC-EVs were CD11b^+^ (Figure 1E). To our knowledge, this is the first report of a direct PC–BM communication axis mediated by EVs.

To evaluate if this proportion increased over time and upon continuous treatment, animals were also educated (3 weeks, every other day) with PC-EVs. No differences in the percentage of EVs^+^ BM cells were found throughout the experiment (Figure 1F). The percentage of CD11b^+^ cells among EVs^+^ BM cells also did not oscillate throughout the experiment (Figure 1G). However, education with PC-EVs increased the percentage of CD11b^+^ BM cells at the experiment endpoint (Figure 1H).

We next asked whether PC-EVs can modify the gene expression profile of CD11b^+^ BM cells. 

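CD11b is an integrin subunit carried by neutrophils, monocytes and macrophages, and cells bearing it were separated from flushed femurs and tibiae with magnetic beads after red blood cells had been lysed. RNA was sequenced from 4 samples of PC-EV-educated mice and 4 samples of PBS mice. Female mice of 5 to 8 weeks received 5 µg of EVs from PAN02 cells, a mouse pancreatic adenocarcinoma line, or PBS alone, 3 times per week for 3 weeks. Neutrophil transcripts were far more abundant in this fraction than macrophage transcripts: in the authors' deposited table the larger of the group means (Max group mean) was 42151 for S100a9 and 19134 for S100a8, the subunits of calprotectin, and 34.7 for C1qa, a complement gene of macrophages. The libraries were stranded and made from total RNA after depletion of ribosomal RNA, so that transcripts without a poly(A) tail were read as well. The authors mapped the reads to the mouse genome build GRCm38 and compared the groups with a negative binomial generalized linear model modelled on edgeR. What was analysed here is their comparison, which gives for each of 41018 genes the Max group mean, the log2 fold change of PC-EV-educated over PBS samples, a p-value and a false discovery rate. A p-value was given for 28225 genes, and the other 12793 genes had a Max group mean of 0. Benjamini-Hochberg adjustment was recomputed from these p-values over the 28225 genes, and gene lists were tested on the 14153 genes with a Max group mean of at least 0.1. Values of single samples were not analysed here, so the depth of each sample is unknown and no standard error or spread between samples can be given beside a fold change. The authors' p-values of single genes rest on the spread between the 4 samples of each group. Those of the list, Fisher and permutation tests take genes as units and do not measure spread between samples. The unit of the Max group mean is not given in the sources used here. Whether a sequenced sample was 1 mouse or a pool is not stated there either; for the qPCR, the legend of Supplementary Figure 1 gives a pool of at least 5 animals for each point.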

For that, we sequenced RNA samples extracted from CD11b^+^ BM cells of both naive and PC-EV-educated mice. The expression levels of all samples were assessed through the mapping of the high-quality reads of each sample, where 88.9 to 94.38% of the total fragments were mapped against the *Mus musculus* (GRCm38) genome. The differentially expressed genes were selected using standard conditions (FDR *P*-value ≤ 0.05 and fold change > 2 or < −2), which yielded a total of 41 genes (Figure 2A). Of these, 13 genes were significantly upregulated (Table 1) and 28 significantly downregulated (Table 2). These results were validated by qPCR analysis of two of the top differentially expressed genes (Supplementary Figure 1).

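The median log2 fold change was 2.45 over the 13 upregulated genes, with a range of 1.73 to 4.81, and −1.49 over the 28 downregulated genes, with a range of −8.74 to −1.01; the sizes of the 2 directions were not tested against each other. Of the upregulated genes, 5 were immunoglobulin variable segments, 5 were immunoglobulin constant genes, 2 were protein coding and 1 was a small nucleolar RNA. The downregulated genes comprised 22 protein-coding genes, 3 loci still to be experimentally verified, 1 long intergenic RNA, 1 small nucleolar RNA and the mitochondrial 16S ribosomal RNA gene mt-Rnr2. Recomputed adjustment of the p-values with the fold change threshold of 2 gave the same 13 and 28 genes as the authors' calls. Without the fold change threshold, 16 genes rose and 65 fell at an adjusted p of at most 0.05, so the smaller changes lay mostly on the downregulated side. Among the genes that rose by less than 2-fold were Cpt1a, the carnitine palmitoyltransferase that admits fatty acids to mitochondria, at a log2 fold change of 0.72, and Plin2, a lipid droplet protein, at 0.57 in the authors' deposited table. Those that fell by less than 2-fold included the transcription factors Maf at −1.00 (a fold change just under 2) and Jun at −0.82 in the authors' deposited table. With Bonferroni adjustment, 8 genes rose and 11 fell by 2-fold or more. The reference gene Gapdh had a log2 fold change of 0.22 in the authors' deposited table, at a false discovery rate of 1.00.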

**FIGURE 2:**
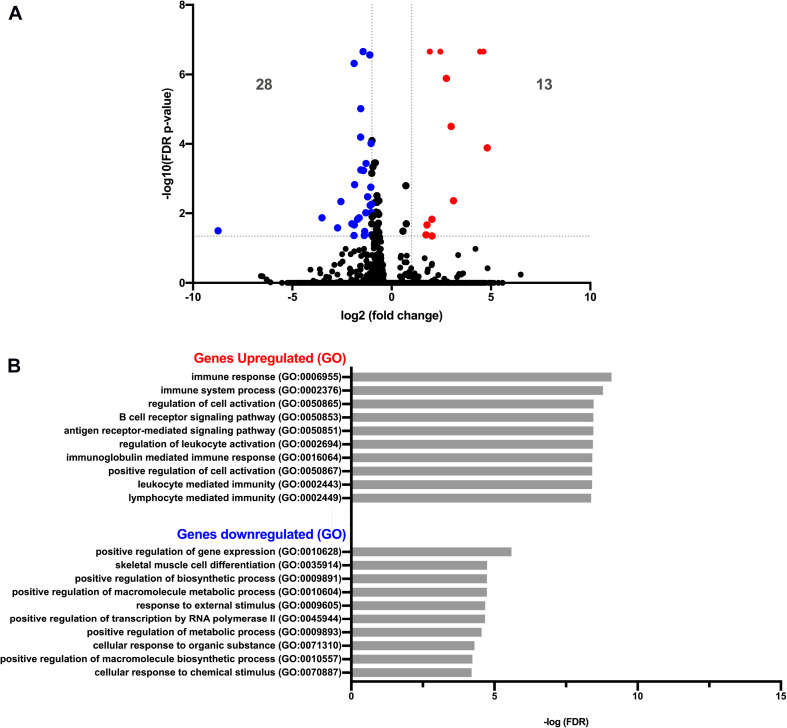
Gene expression analysis of pancreatic cancer EV-treated bone marrow cells. **(A)** Volcano plot of RNA-Seq of PBS versus EV-treated CD11b^+^ BM cells showing 13 and 28 genes significantly up- and downregulated (red dots and blue dots, respectively), with FDR *P*-value ≤ 0.05 and fold change > 2 or < −2. **(B)** Graph plot of the most significant processes of Gene Ontology (GO) enrichment analysis in the “Biological Process” section of up- and downregulated genes, using the Gene Ontology PANTHER Database.

**TABLE 1:** Upregulated genes.

Name	FDR *p*-value	Log*2* fold change	ENSEMBL
Immunoglobulin heavy variable 1-26 (Fragment)	0	4,623730851	ENSMUSG00000094546
Immunoglobulin kappa variable 4-59 (Fragment)	0	4,447764161	ENSMUSG00000094006
Immunoglobulin J chain	0	2,449246148	ENSMUSG00000067149
Immunoglobulin heavy constant alpha (Fragment)	0	1,927167042	ENSMUSG00000095079
Immunoglobulin kappa constant (Fragment)	0	1,914161392	ENSMUSG00000076609
Ig gamma-1 chain C region secreted form (Fragment)	1,30134E-06	2,752343692	ENSMUSG00000076614
Predicted gene, 49345 (Fragment)	3,1653E-05	2,99697945	ENSMUSG00000114923
Immunoglobulin heavy variable V3-8 (Fragment)	0,000129751	4,808095452	ENSMUSG00000076674
Immunoglobulin kappa variable 1-110 (Fragment)	0,004373421	3,110850502	ENSMUSG00000093861
U3A small nuclear RNA	0,014852817	2,027515231	ENSMUSG00000106147
Immunoglobulin lambda constant 1 (Fragment)	0,021654529	1,776317776	ENSMUSG00000105906
Immunoglobulin lambda variable 1 (Fragment)	0,041671894	1,728395758	ENSMUSG00000076934
Immunoglobulin heavy constant gamma 3 (Fragment)	0,044897113	2,031085382	ENSMUSG00000076615

**TABLE 2:** Downregulated genes.

Name	FDR *p*-value	Log*2* fold change	ENSEMBL
Nuclear receptor subfamily 4 group A member 1	2,19745E-07	−1,435869584	ENSM USG 00000023034
Lipoprotein lipase	2,74851E-07	−1,09850161	ENSMUSG00000015568
Cyclic AMP-dependent transcription factor ATF-3	4,81325E-07	−1,887929851	ENSM USG 00000026628
ATP synthase protein 8	9,71391E-06	−1,554520723	ENSM USG 00000064356
Early growth response protein 3	6,39601E-05	−1,565012389	ENSM USG 00000033730
Krueppel-like factor 4	9,72554E-05	−1,036425344	ENSM USG 00000003032
Early growth response protein 1	0,000369143	−1,293024511	ENSMUSG00000038418
Prostaglandin G/H synthase 2	0,000573753	−1,548440352	ENSM USG 00000032487
Probable leucine–tRNA ligase, mitochondrial	0,000590408	−1,422122013	ENSM USG 00000035202
Regulator of G-protein signaling 1	0,001504139	−1,862241816	ENSM USG 00000026358
Monocyte differentiation antigen CD14	0,001783497	−1,048560286	ENSMUSG00000051439
C-C motif chemokine 3	0,003368206	−1,210768022	ENSM USG 00000000982
Predicted gene, 47075	0,0046162	−2,554952242	ENSMUSG00000114169
Cyclin-dependent kinase inhibitor 1	0,005512827	−1,012425917	ENSM USG 00000023067
Proto-oncogene c-Fos	0,005961159	−1,078598039	ENSMUSG00000021250
Transcription factor Spi-C	0,009588443	−1,02746831	ENSM USG 00000004359
Fos-related antigen 1	0,009676491	−1,304846194	ENSMUSG00000024912
Nuclear receptor subfamily 4 group A member 2	0,013476224	−1,63691541	ENSM USG 00000026826
Predicted gene, 23262	0,013476224	−3,507668615	ENSM USG 00000088948
Predicted gene 6377	0,014852817	−1,716519183	ENSM USG 00000048621
X-linked lymphocyte-regulated protein PM1	0,020080701	−1,997616005	ENSM USG 00000054626
C-C motif chemokine 2	0,021654529	−1,882312446	ENSM USG 00000035385
Predicted gene, 47088	0,026317916	−2,725652374	ENSMUSG00000113076
Predicted gene, 48275	0,031964977	−8,738521219	ENSMUSG00000111202
E3 SUMO-protein ligase EGR2	0,033340755	−1,358834793	ENSM USG 00000037868
Hematopoietic prostaglandin D synthase	0,041671894	−1,012816032	ENSMUSG00000029919
Predicted gene 45053	0,043671552	−1,376757203	ENSMUSG00000108368
Mitochondrially encoded 16S rRNA	0,043671552	−1,896767497	ENSM USG 00000064339

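Immunoglobulin genes made up most of the genes that rose in CD11b+ BM cells of PC-EV-educated mice: 10 of the 13 upregulated genes, or 76.9%, encode a constant region or a variable segment of an antibody chain. Among the 14153 genes with a Max group mean of at least 0.1, immunoglobulin genes were 0.805% (odds ratio 450, p = 2.15e-19 by Fisher's exact test, two-sided). The constant genes among them were Igkc, Igha, Ighg1, Ighg3 and Iglc1, and the variable segments were Ighv1-26, Ighv3-8, Igkv1-110, Iglv1 and a segment of the Igkv4 family. The steepest rises were those of variable segments: Ighv3-8 (chromosome 12, 114322327 to 114322801, GRCm38), Ighv1-26 (chromosome 12, 114788372 to 114788805) and the Igkv4 segment (chromosome 6, 69438218 to 69438757) had log2 fold changes of 4.81, 4.62 and 4.45 in the authors' deposited table. The 3 remaining upregulated genes were Jchain, which encodes the joining chain of polymeric IgA and IgM, the small nucleolar RNA gene Rnu3a_1 and the protein-coding gene CT573016.1, with log2 fold changes of 2.45, 2.03 and 3.00 in the authors' deposited table. Membership was set by gene symbol in place of GO terms, and reads of similar variable segments may have been shared between them. The class was chosen after Table 1 had been seen, so the Fisher test describes the share and is not independent evidence.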

Gene Ontology (GO) analysis revealed that the upregulated genes (Table 1) were associated with immune response processes and immunoglobulin production (Figure 2A). Among those genes, we found the Immunoglobulin heavy constant gamma 3 (fragment) (*Ighg3*) gene, which is associated with the IgG3 isotype, and the genes Immunoglobulin heavy constant alpha (fragment) (*Igha*) and Immunoglobulin J chain (*Jchain*), both associated with IgA molecules. 

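Constant genes of several antibody classes and both light chain types rose over all genes, though of the measured lambda genes only Iglc1 did. The constant gene of IgM rose only when adjusted over the list alone. Those of IgD and the lambda genes Iglc2 and Iglc3 did not pass. Iglc2 and Iglc3 had log2 fold changes of 0.59 and −0.21 in the authors' deposited table. Igkc, the kappa light chain constant gene (chromosome 6, 70726435 to 70726966, GRCm38), was the most abundant, with a Max group mean of 70.0 and a log2 fold change of 1.91 in the authors' deposited table. For Igha (chromosome 12, 113254830 to 113260236), Ighg3 (chromosome 12, 113356224 to 113361232) and Ighg1 the log2 fold changes were 1.93, 2.03 and 2.75 in the authors' deposited table. Igha had a Max group mean of 3.05. The IgG genes Ighg3 and Ighg1 lay near the lower end of detection, at Max group means of 0.202 and 0.334. Ighm and Ighd, the constant genes of IgM and IgD, had log2 fold changes of 0.47 and −0.13 in the authors' deposited table, at false discovery rates of 0.166 and 1.00; adjusted over the constant genes alone, the p of Ighm was 0.000689. As a list, the 9 measured constant genes rose (median log2 fold change 1.78, adjusted p = 0.00158 by limma's rank-based cameraPR), with 5 of them past an adjusted p of 0.05 over all genes and 6 when adjusted over the list alone; 6 of the 9 are among the 150 smallest p-values, and the 3 others had a median of −0.13 and did not pass (adjusted p = 0.893). Macrophage genes (median −0.75), NK cell genes (−0.73), mitochondrially encoded protein genes (−0.60) and small nucleolar RNAs (0.87) moved in the same comparison. Variable segments went both ways: of 98 segments with a Max group mean of at least 0.1, 56 had a log2 fold change above 0 (57.1%, exact binomial 95% interval 46.7 to 67.1), 34 were above 1 and 24 below −1. Their median was 0.32 (95% interval −0.18 to 0.87, adjusted p = 0.0702 by the same list test), with 5 segments that rose over all genes, and 9 that rose and 1 that fell when adjusted over the list alone, although the median lay above those of all 10000 random lists matched on Max group mean. The Igkv4 segment and Ighv1-26, the 2 most abundant, together held 54.5% of the summed Max group mean of these segments. The 8 segments with a Max group mean of at least 1 did pass the list test (adjusted p = 1.00e-04), but as this filter reads the larger group mean, a segment can enter it through its own change, and 3 of the 8 did not pass over all genes.

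**Figure D1:**
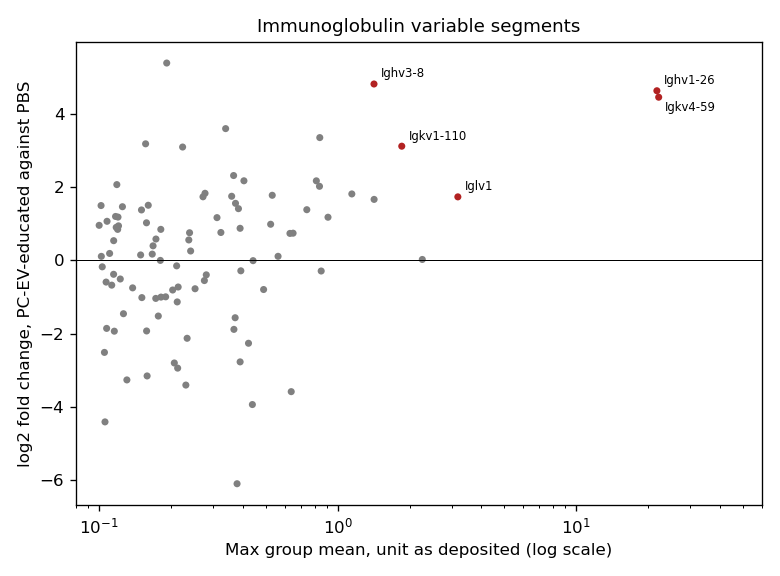
Log2 fold change of PC-EV-educated over PBS samples (vertical axis) against Max group mean on a log scale (horizontal axis, unit as deposited) for 98 immunoglobulin variable segments in the authors' deposited table. Each point is 1 segment, red where the authors' false discovery rate is at most 0.05; these 5 are named and all lie at a Max group mean above 1, while the segments below that level spread to both sides of 0.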

Within the downregulated genes, we found that the most significant GO processes were associated with transcriptional activation, response to stimulus, and regulation of gene expression (Figure 2B). Specifically, most downregulated genes were transcription factors associated with monocyte and macrophage differentiation, macrophage polarization, production of pro- or anti-inflammatory cytokines, and immune cell trafficking (Table 2). 

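Immediate early genes, which cells switch on within minutes of a stimulus and many of which encode transcription factors, fell together in PC-EV-educated mice. All 34 measured genes of this list had a log2 fold change below 0, with a median of −0.70 (adjusted p = 4.20e-15 by limma's cameraPR), and 18 of them fell at an adjusted p of at most 0.05 over all genes, or 26 when adjusted over the list alone. The median lay below those of all 10000 random lists matched on Max group mean. The abundant members Fos, Junb and Egr1 fell, with log2 fold changes of −1.08, −0.78 and −1.29 in the authors' deposited table. Steeper falls were those of Atf3 (chromosome 1, 191170296 to 191218039, GRCm38) at −1.89 and Nr4a2 (chromosome 2, 57106830 to 57124003) at −1.64 in the authors' deposited table. Zfp36, which encodes an RNA-binding protein that destabilizes cytokine transcripts, had a log2 fold change of −0.19 in the authors' deposited table, at a false discovery rate of 1.00. Of the 11 measured heat shock genes, none passed an adjusted p of 0.05 over all genes, over the list alone, or at an unadjusted p under 0.05, and their median was −0.09 (adjusted p = 0.103 by cameraPR). The immediate early list is not independent evidence, because it was drawn up after the top of Supplementary Table 1 had been read and 20 of its 34 genes are among the 150 smallest p-values. The 14 members outside those 150 had a median of −0.33, all 14 below 0 (adjusted p = 5.32e-06). Classes of RNA moved in the same comparison: the median log2 fold change was −0.60 over 13 mitochondrially encoded protein genes, 0.87 over 103 small nucleolar RNAs, 0.54 over 106 miscellaneous RNAs and 0.26 over 63 histone genes (adjusted p = 3.04e-07, 2.28e-07, 2.28e-07 and 1.40e-17 by cameraPR).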

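Genes of bone marrow macrophages fell, as did those of classical monocytes and of inflammatory signaling, while the abundant genes of neutrophils shifted slightly upward. Of the 28 downregulated genes, 10 encode transcription factors (35.7%, exact binomial 95% interval 18.6 to 55.9): Nr4a1, Atf3, Egr3, Klf4, Egr1, Fos, Spic, Fosl1, Nr4a2 and Egr2. The interval takes genes as independent draws, while the 28 are all the genes called and the count is exact. The others included 2 chemokines, 2 prostaglandin enzymes, 3 mitochondrial genes and 6 predicted genes. Of 34 macrophage genes, 15 fell at an adjusted p of at most 0.05 over all genes, or 29 fell when adjusted over the list alone, with a median log2 fold change of −0.75 (adjusted p = 2.09e-14 by limma's cameraPR). C1qa, the heme oxygenase gene Hmox1 and the mannose receptor gene Mrc1 fell, with log2 fold changes of −0.86, −0.74 and −0.74 in the authors' deposited table. The abundant macrophage genes Apoe, Cd68 and Trf had log2 fold changes of −0.40, −0.33 and −0.22 in the authors' deposited table. Apoe and Cd68 fell only when adjusted over the list alone, and Trf did not pass either way. Among 16 classical monocyte genes the median was −0.46 (adjusted p = 1.11e-05), and 1 gene, the chemokine receptor Ccr2, fell over all genes, against 10 when adjusted over the list alone. The 20 inflammatory cytokine and NF-kB target genes had a median of −0.57 (adjusted p = 1.43e-06); 5 of them, Ptgs2, Ccl3, Cd14, Ccrl2 and Ccl2, fell over all genes, and 12 when adjusted over the list alone. Tnf and Nfkbia did not follow, with log2 fold changes of −0.14 and 0.00 in the authors' deposited table, each at a false discovery rate of 1.00. Genes of other cell types moved at the same time: the list medians were −0.46 for B cells, −0.44 for erythroid cells and −0.73 for NK cells (adjusted p = 0.000435, 0.000169 and 0.00056; for B cells 0.0929 with a Max group mean of at least 1), and 0.13 for neutrophils (adjusted p = 1.11e-05), with all 17 neutrophil genes above 0 and 1 of them at an unadjusted p under 0.05. Of the 12 NK cell genes 11 were below 0. The most abundant, Nkg7, had a log2 fold change of 0.17 in the authors' deposited table. Under 3 of them had a Max group mean of at least 1, so the NK cell list was not tested at that level. Mitochondrially encoded protein genes (median −0.60) and small nucleolar RNAs (median 0.87) moved in the same comparison too. The macrophage list was written after the top of Supplementary Table 1 had been read, and 22 of its 34 genes are among the 150 smallest p-values; without them the median was −0.43 over 12 genes (adjusted p = 0.000102). From the functions that earlier studies assign to the genes of Table 2, the paper proposes that their lower expression could bear on differentiation, polarization, cytokine production and trafficking of these cells.

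**Figure D2:**
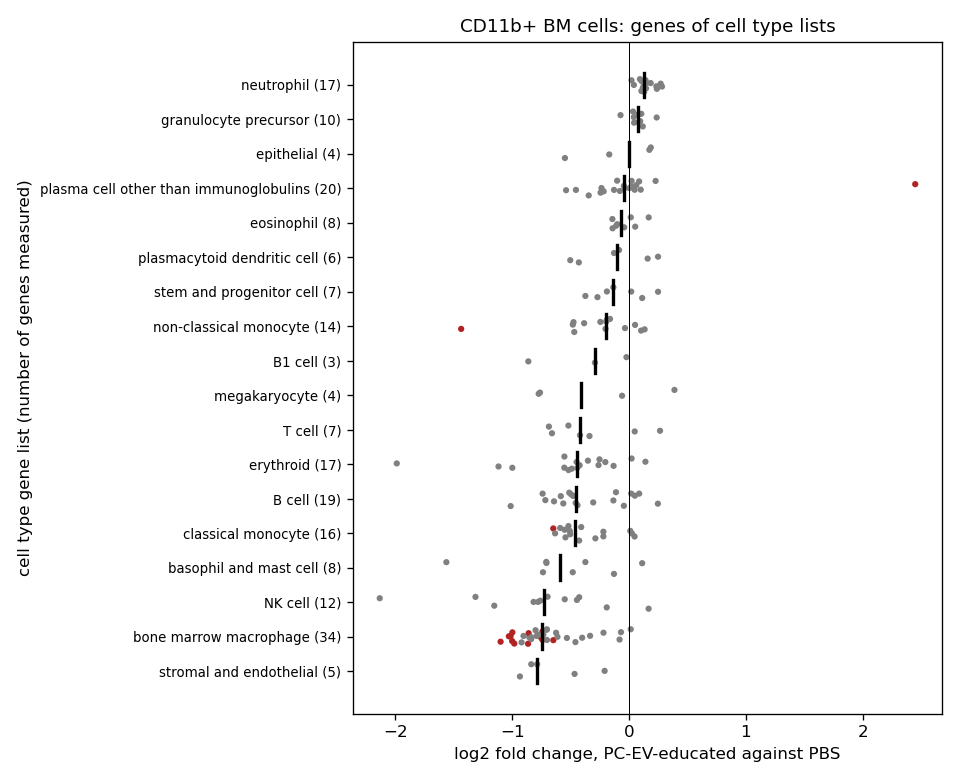
Log2 fold change of PC-EV-educated over PBS samples (horizontal axis) in the authors' deposited table for the genes of each cell type list (vertical axis, with the number of genes measured). Each point is 1 gene, red where the authors' false discovery rate is at most 0.05, and black bars are list medians, which run from −0.79 for stromal and endothelial genes to 0.13 for neutrophil genes.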

Interestingly, the majority of downregulated genes are relevant in the tumor microenvironment context.

## Discussion

In the present study, we aimed to identify a novel systemic cell–cell communication axis with potential relevance to tumor microenvironment dynamics. Previously, we have demonstrated that PC-derived EVs can induce a liver microenvironment supportive of tumor development and metastasis, LPMN, by acting in non-tumor cells in the liver. The LPMN cascade of events involves the accumulation of CD11b^+^ BM cells in the liver, which is associated with the formation of hepatic PC metastatic lesions (Costa-Silva et al., 2015). For this reason, we asked if EVs could also mediate a direct communication between PC and CD11b^+^ BM cells *in vivo*. We found that PC-EVs bind preferentially to CD11b^+^ BM cells and induce the expansion of this cell population upon 3 weeks of treatment, every other day with PC-EVs. These results agree with previous reports of EVs mediating the communication of other cancer types and BM (Yu et al., 2007; Peinado et al., 2012).

We next showed that PC-EVs can reprogram the gene expression of recipient CD11b^+^ BM cells. Indeed, various studies describe tumor EVs as capable of impacting myeloid cell function (Valenti et al., 2006; Yu et al., 2007; Shen et al., 2017) whereas PC-EVs were shown to regulate the expression of TLR4 in dendritic cells *in vitro* (Zhou et al., 2014). EVs carry all main biomolecules, including lipids, metabolites, proteins, and/or nucleic acids, which can impact the recipient cells and mediate several biological processes such as tumor growth and invasion, inflammation, and immunologic remodeling. Various studies describe the role of EV lipids, namely PGE2, in tumor growth and resistance (Record et al., 2018). The role of metabolites transported by EVs cannot be dismissed since EVs derived from MSCs are packaged with numerous metabolites that have been directly associated with immunomodulation, including M2 macrophage polarization and regulatory T lymphocyte induction (Showalter et al., 2019). Worth mentioning is also the role of microRNA within EVs, since mir-145 can regulate the polarization of tumor-associated macrophages (Shinohara et al., 2017). In the past, we also described the relevance of the protein content in tumor EV bioactivity, when we described that once taken up by hepatic resident macrophages, in a mechanism mediated by EV Integrin αVβ5 (Hoshino et al., 2015), pancreatic cancer-derived EVs containing high levels of MIF (Costa-Silva et al., 2015) induced upregulation of secreted factors associated with liver fibrosis, such as TGF-β (Costa-Silva et al., 2015), and pro-inflammatory genes involved with metastasis, such as S100A8 and S100P (Lukanidin and Sleeman, 2012; Hoshino et al., 2015). Considering the literature on this topic, we expect that the response of CD11b BM cells to PC-EVs described in this manuscript most likely involves numerous molecules and different pathways, suggesting that it could be simultaneously mediated by multiple EV biomolecules. Our work did not evaluate *in vivo* the potential role of the genes differentially expressed in BM CD11b^+^ cells upon PC-EV education in the setup of prometastasis hepatic niches. Therefore, follow-up *in vivo* studies will be necessary to test the potential role of each of the identified genes in PC liver metastasis. Future investigation will enable the identification of which EV biomolecules mediate the transcription reprogramming here described. In addition, based on previous works that utilized plasma EVs as biomarkers for diagnosis, prognosis, and follow-up of cancer patients (Peinado et al., 2012; Costa-Silva et al., 2015; Hoshino et al., 2015, 2020; Melo et al., 2015), it is possible that EV biomolecules linked with PC-CD11b^+^ BM cell communication may enable early detection of this process through the study of circulating plasma EVs. We will here discuss on genes regulated by PC-EVs with potential relevance to tumor microenvironments and the biology of monocytes/macrophages.

### Immunoglobulin Genes

The production of immunoglobulins has been classically linked to lymphoid B cells. However, recent evidence challenged the existing dogma by showing expression of immunoglobulins outside the lymphoid lineage (e.g., monocytes and macrophages) in oncologic settings (Haziot et al., 2018; Busch et al., 2019). These works describe immunoglobulin expression as a defining feature of monocytes and also macrophages in the tumor microenvironment.

Increased levels of immunoglobulin expression in tumor microenvironments are described to result in the accumulation of immune complexes that favor tumor-promoting inflammatory responses, including recruitment and activation of several myeloid cell types (Barbera-Guillem et al., 1999). Both IgG and IgA are relevant in the tumor microenvironment, having anti- and protumoral effects. IgG is described to promote cell growth and metastasis, inhibit apoptosis, and play a role in cancer immune evasion (Wan et al., 2015; Xu et al., 2016). Synergistically, IgG and tumor cell-derived debris are able to promote metastasis of pancreatic cancer by inducing inflammation *via* M2-polarized tumor-associated macrophages (TAMs) (Chen et al., 2019). Moreover, IgGs have been shown to promote cancer development by activating Fc-γ receptors on resident and recruited leukocytes that in turn regulate recruitment, composition, and effector functions of tumor-infiltrating lymphocytes in a mouse model of squamous carcinogenesis (Andreu et al., 2010). On the other hand, some studies show IgG1 supporting immunity against tumors, inducing antibody-dependent cell-mediated cytotoxicity (ADCC) and antibody-dependent cellular phagocytosis (ADCP) (Kellner et al., 2017).

It has also been shown that IgA can block cytotoxic T-cell reactions against melanoma (O’Neill and Romsdahl, 2009). More recently, IgA^+^ plasmocytes were shown to suppress antitumor immunity in a mouse prostate cancer model. However, in this study, it is unclear if the suppression can be attributed to IgA^+^ plasmocytes or IgA alone (Shalapour et al., 2015). By contrast, IgA shows a therapeutic potential against cancer cells, since it activates neutrophil-mediated antibody-dependent cellular cytotoxicity better than IgG (Frontera et al., 2018; Steffen et al., 2020). It should be highlighted though that confirmation that immunoglobulins produced by non-lymphoid cells are functional is still pending, since studies on whether affinity-matured antibodies from these cells are capable of binding to antigens are not yet available. Additionally, we cannot exclude the potential presence of B1 cells, a small immunoglobulin-expressing phagocytic population that is believed to originate from B cells, within our CD11b^+^ BM cells (Griffin and Rothstein, 2011).

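Genes that mark B cells were lower as a list in CD11b+ BM cells of PC-EV-educated mice, though the more abundant of them taken alone did not pass, while too few genes that mark B1 cells were measured for a firm statement. The 19 measured B cell genes had a median log2 fold change of −0.46, with 15 of them below 0 (adjusted p = 0.000435 by limma's cameraPR). No B cell gene passed an adjusted p of 0.05 over all genes or over the list alone, and 6 were lower and none higher at an unadjusted p under 0.05. Cd79a and Cd79b, the signaling chains of the B cell receptor, had log2 fold changes of 0.09 and −0.48 in the authors' deposited table, each at a false discovery rate of 1.00. With the filter raised to a Max group mean of at least 1, the B cell list no longer passed (adjusted p = 0.0929); its 5 members there had log2 fold changes of −0.51 to 0.09, at a median of −0.11. Of 7 B1 cell genes, 3 were measured (median −0.29, adjusted p = 0.0893), and with every gene that has a p-value included the adjusted p of the list was 0.032. The 20 measured plasma cell genes other than immunoglobulins had a median of −0.04 (adjusted p = 0.462), and Jchain was the only one of them that rose over all genes or when adjusted over the list alone; 1 other fell over the list alone. Several genes of that list, such as Xbp1 and Hsp90b1, are also expressed by myeloid cells. More restricted ones lay near the lower end of detection and none passed: Tnfrsf17, Derl3, Mzb1, Sdc1 and Pou2af1 had log2 fold changes of 4.20, 0.86, 0.23, 0.01 and 0.00 in the authors' deposited table, at Max group means of 0.0507 to 0.379 (Tnfrsf17, Derl3 and Sdc1 below the filter of 0.1 and so outside the list test), each at a false discovery rate of 1.00.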

In light of these findings, and taking into consideration the previously described direct association between CD11b^+^ BM cell accumulation in the liver and the formation of hepatic PC metastatic lesions, our results suggest that PC-EV-induced immunoglobulin expression on CD11b^+^ BM cells may play a role in PC liver metastasis. Nevertheless, it is still unclear which specific epitopes are recognized by these antibodies and whether they contribute to tumor microenvironments (Haziot et al., 2018; Busch et al., 2019).

### Genes Linked With Monocyte/Macrophage Differentiation

Among the downregulated genes identified, lipoprotein lipase (*Lpl*) (Chang et al., 2018), transcription factor Spi-c (*Spic*) (Kohyama et al., 2008; Haldar et al., 2014; Alam et al., 2017; Kurotaki et al., 2017), and Nuclear receptor subfamily 4 group A member1 (*Nr4a1*) (Hanna et al., 2011) have all been previously found to induce differentiation of monocytes. Another gene potentially linked with monocyte/macrophage differentiation is CDK inhibitor 1, which when downregulated leads to higher expression of CD11b, thus modifying cellular differentiation (Radomska et al., 2012; McClure et al., 2016). Other downregulated genes, early growth response protein 1 (*Egr1*) and 3 (*Egr3*), were believed to have an essential role in regulating monocyte/macrophage differentiation, but were later suggested to have no impact in the macrophage differentiation process (Carter and Tourtellotte, 2007). Hence, our results suggest a mixed effect of PC-EVs in CD11b^+^ BM cell differentiation, with some of the downregulated genes found having a positive impact on the differentiation process and others having a negative impact in the same process. 

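Single genes of macrophage identity and of monocyte fate fell in PC-EV-educated mice; regulators of these were not tested as a list. Lpl, lipoprotein lipase (chromosome 8, 68880491 to 68907448, GRCm38), Spic, a transcription factor of red pulp and bone marrow macrophages (chromosome 10, 88674772 to 88685015), and Nr4a1, a nuclear receptor needed by Ly6C-low monocytes (chromosome 15, 101266846 to 101274792), fell, with log2 fold changes of −1.10, −1.03 and −1.44 in the authors' deposited table. Cdkn1a, the cell cycle inhibitor p21, fell as well, at −1.01, and so did Egr3 at −1.57 in the authors' deposited table. The 14 measured non-classical monocyte genes, Nr4a1 among them, had a median of −0.20 (adjusted p = 0.00810 by limma's cameraPR), with 1 gene that fell over all genes and 3 when adjusted over the list alone. Neutrophil genes (median 0.13), B cell, NK cell and erythroid genes (−0.46, −0.73 and −0.44), mitochondrially encoded protein genes (−0.60) and small nucleolar RNAs (0.87) moved in the same comparison. Ly6c2 and Cybb, abundant in classical monocytes, had log2 fold changes of 0.05 and 0.03 in the authors' deposited table, each at a false discovery rate of 1.00. Granulocyte precursor genes did not pass the list test (10 genes, median 0.08, adjusted p = 0.0590); none of them passed an adjusted p of 0.05 or an unadjusted p under 0.05.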

A more detailed functional characterization will thus be necessary to understand the final balance of the downregulation of these genes by PC-EVs in CD11b^+^ BM cell differentiation, as well as their role in PC.

### Genes Linked With Tumor Immunity

In the establishment of tumor-supportive microenvironments, macrophage polarization is pivotal. Reduced expression of Cyclic AMP-dependent transcription factor ATF-3 (*Atf3*) (Labzin et al., 2015; Sha et al., 2017), Fos-related antigen 1 (*Fosl1*) (de Marcken et al., 2019), and *Nr4a1* (Hamers et al., 2016) can impact pro-inflammatory M1 polarization and antitumor immunity (Kratochvill et al., 2015; Chiba et al., 2018), as they negatively regulate these processes. C-C chemokine ligand 3 (*Ccl3*) (Cassol et al., 2009) was also reported to be involved in the M1 macrophage polarization and CD14 was shown not only to contribute to a M1 phenotype but also to drive strong Th1/Th17 signaling in macrophages and circulating dendritic cells (Prakash et al., 2016). Reduced expression of the Proto-oncogene c-Fos (*c-fos*) and *Egr1* is expected to reduce the expression of pro-inflammatory and antitumoral cytokines, which are also involved in the M1 polarization (Krämer et al., 1994; Ray et al., 2006; Maruyama et al., 2007; Cullen et al., 2010; Hop et al., 2018; Yu et al., 2018). Conversely, reduced expression of *Atf3* (Sha et al., 2017), *Klf4* (Ahmad et al., 2018; Wen et al., 2019), and Prostaglandin G/H synthase 2 (*Pghs-2*) (Wang X. et al., 2017) in macrophages can favor a pro-inflammatory M1 polarization, hence potentially favoring antitumoral responses.

On the other hand, some of the genes downregulated by PC-EVs were also found to support tumor development, as C-C chemokine ligand 2 (*Ccl2*) (Roca et al., 2009; Li et al., 2017), *Atf3* (Sha et al., 2017), Hematopoietic prostaglandin D synthase (Abbas and Janeway, 2000), Krüppel-like factor 4 (*Klf4*) (Kapoor et al., 2015; Wang K. et al., 2017), Nuclear receptor subfamily 4 group A member 2 (*Nr4a2*) (Mahajan et al., 2015), and *Pghs-2* (Li et al., 2015) were linked to M2 polarization of macrophages. 

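Genes associated with M1 polarization fell as a list, and those associated with M2 polarization did not pass the list test, although single M2 genes fell steeply. Of 14 measured M1 genes, 13 had a log2 fold change below 0, at a median of −0.55 (adjusted p = 7.85e-05 by limma's cameraPR); Ccl3 and Cd14 fell over all genes, and 6 fell when adjusted over the list alone. Il1b, the most abundant M1 gene, had a log2 fold change of −0.48 at a false discovery rate of 0.711 in the authors' deposited table, and Irf1 stood at 0.23. The 15 measured M2 genes had a median of −0.18 (adjusted p = 0.0669); 4 fell over all genes, and 6 fell and 1 rose when adjusted over the list alone. With a Max group mean of at least 1 required, the M2 list did pass, in the same direction (adjusted p = 0.0129). The M2 genes Egr2 and Ccl2 had log2 fold changes of −1.36 and −1.88 in the authors' deposited table, against 0.27 for Chil3, which neutrophils also express, and 0.24 for Il4ra. The lists share genes with others: 5 M1 genes are also inflammatory cytokine and NF-kB target genes, and 3 M2 genes are also macrophage genes. Macrophage genes (median −0.75), classical monocyte genes (−0.46), mitochondrially encoded protein genes (−0.60) and neutrophil genes (0.13) moved in the same comparison, and whether the M1 list fell by more than these, or the M1 and M2 lists differ from each other, was not tested.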

The *Egr2* gene has been described as a M2 macrophage marker and it has been implicated in fate determination in the myeloid lineage (Gabet et al., 2010; Jablonski et al., 2015). Specifically, an *Egr2* knockdown model failed to show upregulation of either M1 or M2 markers upon stimulation, and low levels of *Egr2* expression were associated with non-responsiveness of macrophages to activation signals (Veremeyko et al., 2018).

Besides the discussed effects on M1/M2 macrophage polarization, several of the downregulated genes were associated with other antitumoral effects, which may lead to a broader range of protumorigenic outcomes. That is the case of *Nr4a1*, *Ccl2*, and *Ccl3*, which antagonize tumor growth by attracting tumor-suppressive immune cells. Indeed, infiltration of inflammatory cells in the tumors of *Nr4a1*^–/–^ mice was diminished when compared with *Nr4a1*^+/+^ mice (Ahmad et al., 2017), and the inhibition of *Ccl2* promoted neocarcinogenesis and metastasis (Huang et al., 1994; Li et al., 2014; Lavender et al., 2017). *Ccl2* (Granot et al., 2011; Mitchem and DeNardo, 2012) has also been reported to increase the cytotoxicity of neutrophils against tumor cells. Thus, reduction of *Ccl2* expression can decrease neutrophil-mediated killing of tumor cells and promote a protumorigenic microenvironment.

We here suggest that the downregulation of these genes by PC-EVs could induce a combined anti-/protumorigenic response by BM CD11b^+^ cells. Additional *in vivo* studies will be necessary to evaluate whether these inflammatory profiles will be reversed and/or reinforced after the influx of these cells in the liver, where Kupffer cell-derived TGF-β (Costa-Silva et al., 2015) can play a potential role in inducing protumorigenic genes (Gratchev, 2017) by BM-derived CD11b^+^ cells.

### Genes Linked With Monocyte/Macrophage Trafficking

Genes associated with monocyte and macrophage recruitment, such as *Ccl2* (Qian et al., 2011; Carson et al., 2017; Gschwandtner et al., 2019), *Ccl3* (Ntanasis-Stathopoulos et al., 2020), and *Fosl1* (Jiang et al., 2019), were found to be downregulated. The decrease in the levels of *Fosl1*, *Ccl2*, and *Ccl3* is expected to reduce the recruitment of cells that allow tumor cells to evade the immune surveillance, e.g., TAMs, regulatory T cells (Tregs), and myeloid-derived suppressor cells (MDSCs) (Jiang et al., 2019; Wculek et al., 2019; Ntanasis-Stathopoulos et al., 2020). Furthermore, downregulated *Ccl3* could reduce the recruitment of cytotoxic neutrophils, dendritic cells, and NK cells; reduce CD8^+^ antitumor response; and lead to impaired antigen presentation, reduced levels of IFN-γ by antigen-specific T cells, and consequently, reduced cytotoxic activity (Song et al., 2007; Ntanasis-Stathopoulos et al., 2020). Overall, a decrease in the recruitment of monocytes and macrophages could shape the tumor microenvironment toward a less supportive setting for cancer progression.

Another downregulated gene, *Atf3*, has been linked with increased intrahepatic macrophage/neutrophil trafficking (Zhu et al., 2018). Regulator of G-protein signaling 1 (*Rgs1*), also downregulated by PC-EVs, has been involved in the chemoattraction of monocytes. Specifically, *Rgs1* deactivates the chemotactic response (Denecke et al., 1999), and its deficiency leads to enhanced recruitment of macrophages (Patel et al., 2015). 

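Among genes of cell trafficking, chemokines, the chemokine receptor gene Ccr2 and a signaling regulator fell, while the more abundant Itgb2, Cxcr4 and Cxcr2 did not pass. Rgs1 (chromosome 1, 144242296 to 144249242, GRCm38) had a log2 fold change of −1.86 in the authors' deposited table. The chemokine genes Ccl2 (chromosome 11, 82035571 to 82037453) and Ccl3 (chromosome 11, 83647844 to 83649355) fell by 1.88 and 1.21 on the log2 scale in the authors' deposited table. Of 22 measured chemokine receptor, adhesion and G-protein regulator genes, Rgs1 and Ccr2 fell over all genes and 3 fell when adjusted over the list alone. As a list they did not pass (median −0.04, adjusted p = 0.314 by limma's cameraPR). Classical monocyte genes, Ccr2 among them (median −0.46), and macrophage genes (−0.75) fell in the same comparison. So did inflammatory cytokine and NF-kB target genes, Ccl2 and Ccl3 among them (median −0.57). Log2 fold changes were 0.11 for the integrin subunit gene Itgb2, 0.12 for Cxcr4, which retains cells in the BM, and 0.15 for Cxcr2, which draws neutrophils out of it, in the authors' deposited table, each at a false discovery rate of 1.00.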

We speculate that the *Rgs1* downregulation in CD11b^+^ BM cells can lead to less myeloid accumulation and more monocyte/macrophage trafficking.

In most of these studies, genes were downregulated in the whole animal, instead of only in BM cells. Therefore, more detailed *in vivo* experiments would be needed to test whether reduced expression of these genes in CD11b^+^ BM cells could impact their trafficking to PC microenvironments.

### Genes Linked With Monocyte/Macrophage Apoptosis

The downregulation of *Ccl2* (Salcedo et al., 2000; Lavender et al., 2017), *Fosl1* (Lewçn et al., 2007; Luo et al., 2009), and *Rgs1* (Hu et al., 2019) has been described to increase apoptosis and to decrease angiogenesis and tumor invasion by affecting molecules associated with these processes (e.g., VEGF, MMP-2, MMP-9). On the other hand, the downregulated genes *Egr1* (Chen et al., 2010) and *Atf3* (Wong, 2011) have been described as proapoptotic, and thus, the decrease in their expression alone might provide a higher degree of protection against apoptosis in CD11b^+^ BM cells.

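Apoptosis genes as a list did not pass the test in PC-EV-educated mice: 18 of 24 measured genes had a log2 fold change below 0, at a median of −0.06 (adjusted p = 0.0702 by limma's cameraPR). Cdkn1a was the 1 member that fell over all genes, and 2 fell when adjusted over the list alone. Mcl1, an abundant survival factor of myeloid cells, had a log2 fold change of −0.14, and the proapoptotic genes Bak1 and Apaf1 stood at 0.12 and 0.01 in the authors' deposited table, each at a false discovery rate of 1.00. Ppp1r15a, a stress-induced phosphatase subunit counted among the immediate early genes, fell, with a log2 fold change of −0.99 in the authors' deposited table.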

## Conclusion

We here found a novel PC–BM communication axis mediated by PC-EVs. Our gene expression analysis showed reprogramming of genes linked to both anti- and protumorigenic activities by CD11b^+^ cells. Their potential relevance in PC tumor microenvironments was discussed, although how the individual effects of the reprogrammed genes balance each other to a final anti- or protumorigenic effect is currently unclear. Future *in vivo* studies involving single-cell transcriptome and detailed analysis of the role of each gene in the phenotype of CD11b^+^ BM cells will be necessary to clarify whether and how PC-EVs uptake by these cells contributes to the setup of PC microenvironments. Stepping further into the future, the study of PC-educated BM-derived cells linked with PC metastasis in the peripheral blood could be used as a minimally invasive method to detect and monitor these protumorigenic niches in clinical settings, thus having a potential impact in improving early diagnosis, treatment, and follow-up of patients with PC and other oncologic diseases. Additionally, it has the potential to contribute to the development of therapeutic targeting of BM-derived cells that promote liver metastatic disease.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/ Supplementary Material.

## Ethics Statement

All mouse work was performed in accordance with national animal experimentation guidelines (DGAV), animal protocol 0421/000/000/2018.

## Author Contributions

JM designed and performed the experiments. AM and JP performed the transmission electron microscopy studies. AO, AC, RM, and HB performed the mass spectrometry studies. MS built the experimental setup. BC-S conceived the project. All authors wrote and reviewed the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary Material

Supplementary Figure 1 Validation of differentially expressed genes by quantitative PCR (qPCR). Depicted in the graph is the fold change of CD11b^+^ BM cells from animals treated PC EVs or PBS (control). Ighv1-26 and Ighv4-59 relative gene expression was evaluated by qPCR. Error bars represent ± SEM for *n* = 4, each point represents a pool of at least 5 animals. qPCR samples were normalized to both reference genes (*Gapdh* and *Hmbs*).

How the deposited data were processed for this re-analysis (not part of the article)

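RNA of CD11b+ BM cells from 4 PC-EV-educated and 4 PBS samples of mice was sequenced by the authors with stranded, ribosomal-RNA-depleted libraries. The authors mapped the reads to GRCm38 and fitted a negative binomial generalized linear model modelled on edgeR; edgeR and GRCm38 are also named in the submitters' processing notes. The aligner, the annotation release and the software version are not given in the sources used here. The authors deposited, for each gene, a Max group mean (the larger of the group means of normalized expression, of a unit not named), a log2 fold change, the same change as a linear fold, a p-value, a false discovery rate and a Bonferroni-adjusted p-value. The deposited log2 fold change is PC-EV-educated over PBS, as the signs in Tables 1 and 2 show.

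The table has 41018 rows. A p-value is given for 28225, and 5 of these are printed as 0. The other 12793 rows all have a Max group mean of 0. The deposited false discovery rate equals Benjamini-Hochberg adjustment over all 41018 rows to within 4.36e-05. The adjustment was recomputed here over the 28225 genes with a p-value. Differentially expressed genes were those with an adjusted p of at most 0.05 and a fold change of at least 2. The separate file of 41 differentially expressed genes holds the same values as the table of all genes. All 1998 gene rows in the shortened copy of Supplementary Table 1 had the log2 fold change of the deposited table within a relative tolerance of 1e-05. Gene types came from GENCODE vM21, which holds 40934 of the gene IDs, 39124 of them with identical start and end.

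Because the table holds no values of single samples, no model was fitted to samples, no standard error or n stands beside a fold change, and the depth per sample and the precision it gives are unknown. The design called for tests on samples if such values were at hand; the tests set for a comparison table alone were used. Gene lists were tested with the rank-based cameraPR of limma 3.58.1 in R 4.3.3, on the signed normal quantile of the authors' p-values, for the 14153 genes with a Max group mean of at least 0.1. The preset inter-gene correlation was 0.01; a correlation could not be estimated without values of single samples. P-values were adjusted by Benjamini-Hochberg over the 34 lists with at least 3 measured members. Each list's median log2 fold change was also set against 10000 random lists matched on 10 bins of Max group mean. Immunoglobulin genes among upregulated genes were tested with Fisher's exact test, shares were given exact binomial 95% intervals, and medians were compared with 100000 permutations. Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1 were used.

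On simulated tables of 14153 genes with 200 changed genes, the adjustment called 95.5% of the changed genes, and 6.37% of its calls were unchanged genes. On the same genes, 95.0% of 80 shifted lists of 20 genes were called in the right direction, and 2.00% of 400 unchanged lists had p under 0.05. The simulated genes were independent of each other, which genes of real samples are not.

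The lists, tests and alternatives were fixed before the data were examined, except where stated. The lists were however written after the top rows of Supplementary Table 1, sorted by p-value, had been read, so the immediate early, macrophage, interferon, mitochondrial, inflammatory and fatty acid oxidation lists were partly informed by it, and the immunoglobulin class was known from Table 1. The alternative without members among the 150 smallest p-values was added for that reason after seeing the data. Gene types, histone genes, gene length and expression level were looked at after the values had been seen, as were the lists under 3 settings. The genes named are those of Tables 1 and 2 and those the paper discusses, the 10 with the smallest p-values in each direction that pass the false discovery rate but not the fold change, and in each list the members that pass and up to 4 of the most abundant others; values of the first group had been seen in the paper. Tnfrsf17, Derl3, Mzb1, Sdc1, Pou2af1, Rn7sk, Rn7s1, Rn7s2 and mt-Rnr1 were chosen after their values were seen. Transcription factor classes were assigned by hand. Itgam, GO terms and the qPCR were not analysed here, and some genes that the rule names are not reported here.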

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

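The tests of a few variable segments, of B cell against constant genes, of dilution by neutrophils, of the macrophage share and of immediate early against macrophage genes were chosen only after the results were seen, as was the retest of the lists without the 41 differentially expressed genes. These 16 lists passed an adjusted p of 0.05 by cameraPR without those 41 genes, so their remaining members lie outside the genes the paper discusses. They are not independent evidence, because several were drawn up after the top of Supplementary Table 1 had been read. Without members among the 150 smallest p-values, the 16 lists passed as well, with smaller medians of −0.43 for macrophage and −0.33 for immediate early genes. The medians that follow leave out the 41 genes only. Lists of cells other than neutrophils were lower: the median log2 fold change was −0.74 for macrophage genes, −0.46 for classical monocyte genes, −0.19 for non-classical monocyte genes, −0.46 for B cell genes, −0.73 for NK cell genes, −0.44 for erythroid genes, −0.59 for basophil and mast cell genes and −0.79 for stromal and endothelial genes. Response lists were lower too, at −0.64 for immediate early genes, −0.50 for inflammatory cytokine and NF-kB target genes, −0.42 for M1 polarization genes, −0.33 for interferon-stimulated genes, −0.60 for mitochondrially encoded protein genes and −0.14 for glucocorticoid response genes. Neutrophil and cell cycle genes were higher, at 0.13 each. With a Max group mean of at least 1 and all genes kept, the B cell list (adjusted p = 0.0929) and the basophil and mast cell list (adjusted p = 0.303) no longer passed. The NK cell list and the stromal and endothelial list had under 3 members at that level and were not tested there.

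Immunoglobulin genes rose in cells of PC-EV-educated mice. A larger share of B cells as the source is argued against by the B cell genes, whose median of −0.46 meets the bound of 0 set beforehand and of which none of 19 was above 0.25, against a median of 1.78 for the 9 constant genes (difference −2.23, permutation p = 0.00012), although with a Max group mean of at least 1 the list no longer passed (adjusted p = 0.0929) and its 5 members, at −0.51 to 0.09, differed from the constant genes by −1.89 without passing (permutation p = 0.0809). The constant genes had been seen to rise in Table 1, so neither permutation p is independent evidence. Only these 5 of the 19 B cell genes reached a Max group mean of 1. The values therefore argue against more B cells for the genes measured and do not exclude them. A larger share of plasma cells could be neither shown nor excluded, since their genes other than immunoglobulins had a median of −0.040 and include many that myeloid cells express. Jchain, seen beforehand in Table 1, was the only 1 of these 20 genes that rose, at a log2 fold change of 2.45 in the authors' deposited table. In the other direction, 1 gene fell when adjusted over the list alone. The variable segments had a median of 0.32, below the bound of 0.5 set beforehand against an even rise. Its interval reached 0.87, short of the level of at least 1 set beforehand for an even rise, and 42 of 98 segments were below 0. These values go against an even rise, but only 8 segments had a Max group mean of at least 1, so most lay near the lower end of detection. The 54.5% of the summed Max group mean held by the 2 most abundant segments is raised by their own change. An even rise and a rise of a few segments therefore cannot be told apart with certainty. Expression by the myeloid cells themselves, which the paper proposes, stays open and was not tested.

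Immediate early genes fell. Such genes also respond to handling of the cells, and a difference in isolation between the groups may have moved them, but heat shock genes, the comparison set beforehand, had a median of −0.091 that did not pass the test and does not decide it. A smaller share of macrophages is likewise open, because the median of immediate early genes lay 0.045 above that of macrophage genes (permutation p = 0.535, 34 genes each). Mitochondrially encoded protein genes (median −0.60) and small nucleolar RNAs (median 0.87) moved in the same comparison, so a difference in RNA or library composition stays open as well. An effect of PC-EVs on transcription within cells stays open and was not tested.

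Macrophage genes fell. An increase of neutrophils that diluted every other cell type alike would give similar log2 fold changes across the other cell type lists. Fold changes differed among 12 lists other than neutrophil and granulocyte precursor genes (permutation p = 1e-05, the smallest the permutations can give). They differed among 11 without the plasma cell list (permutation p = 0.0006) and 9 without eosinophil, basophil and mast cell genes as well (permutation p = 0.0254). With non-classical monocyte genes (median −0.19) also left out, the permutation p was 0.132. With NK cell genes (median −0.73) left out in their place, the permutation p was 0.131. Each of these forms of the test drops a list near an end of the range of medians, so neither decides the question. The differences argue against dilution of all 12 lists alike, while for fewer lists it stays open. An earlier form, eosinophil against macrophage genes (difference of medians 0.67, permutation p = 0.00132), rests on a list picked after its median was seen, and genes that neutrophils also express may add to such differences. A smaller share of macrophages and lower expression within them cannot be told apart in RNA of mixed cells: outside the 150 smallest p-values the median was −0.43, and 4 of the 6 members with a Max group mean of at least 10 lay within 0.5 to 2 times it, a range set after their values were seen. A difference of the design, the PC-EV education itself, could act through either.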

How the results depend on the processing

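The alternative without members among the 150 smallest p-values was chosen after seeing the data. Without a fold change threshold, 65 genes were downregulated; with Bonferroni adjustment 8 were upregulated and 11 downregulated. With a Max group mean of at least 1, the adjusted p of the list test was 0.0929 for B cell genes and 0.303 for basophil and mast cell genes, which no longer passed, and 0.0129 for M2 polarization genes and 1.00e-04 for immunoglobulin variable segments, which then did; 100% of the variable segments were then above 0 and 87.5% above a log2 fold change of 1, but this filter reads the larger group mean, so genes can enter it through their own change and these shares are no evidence of an even rise. With every gene that has a p-value, the B1 cell list (adjusted p = 0.032) and the T cell list (adjusted p = 0.00285) passed. Without members among the 150 smallest p-values, the immunoglobulin constant genes no longer passed (adjusted p = 0.893), with 3 members left. The causes were not tested. Over the other settings, upregulated genes numbered 9 to 16 and downregulated genes 19 to 32. All 34 lists kept their side of the threshold with a correlation of 0.05 and with ranking by log2 fold change. Direction changed, for lists that passed in neither setting, for epithelial genes with that ranking and with every gene, for megakaryocyte and plasma cell genes with every gene, and for M2 polarization genes without members among the 150 smallest p-values. Lists with under 3 members at a Max group mean of at least 1 gave no value there. The enrichment of immunoglobulin genes, a class seen beforehand in Table 1, passed in each setting, with an odds ratio of 4093 at a Max group mean of at least 1, 497 with every gene and 225 without a fold change threshold. The share of transcription factors was 26.2% without that threshold.

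No paired analysis was possible because the table holds 1 comparison and no columns of single samples. For the same reason DESeq2, the low-count filter, leaving out each replicate in turn, the replicate block and other splits of the samples were not run, and a correlation between genes could not be estimated. Depth per sample is unknown, and weakly expressed genes limit the plasma, NK cell, stromal and megakaryocyte lists.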

Differences from the paper's values

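The counts of differentially expressed genes match those of the paper. The paper describes the downregulated genes as mainly transcription factors of monocytes and macrophages. By classes assigned by hand from gene names, the tally over Table 2 is 10 of 28 (35.7%, exact binomial 95% interval 18.6 to 55.9), and without the fold change threshold, set as an alternative before the data were examined, 17 of 65. Because the 28 are all the genes called, the count of 10 is exact, and the interval does not bear on it. The 10 include Nr4a1, Atf3, Egr1, Egr3, Klf4 and Spic, which the paper discusses.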

Other observations

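Genes of the mitochondrial genome and interferon-stimulated genes were lower in CD11b+ BM cells of PC-EV-educated mice. All 13 mitochondrially encoded protein genes had a log2 fold change below 0, at a median of −0.60 (adjusted p = 3.04e-07 by limma's cameraPR), with 1 that fell over all genes and 11 when adjusted over the list alone. The steepest was mt-Atp8 at −1.55, against −0.37 for mt-Co1 in the authors' deposited table. The mitochondrial ribosomal RNA genes stood apart, at −0.01 for mt-Rnr1 and −1.90 for mt-Rnr2 in the authors' deposited table. Both were read from libraries depleted of ribosomal RNA, at Max group means of 11.4 and 14.0, against 911 for mt-Co1. All 22 interferon-stimulated genes were below 0 (median −0.33, adjusted p = 4.33e-07), with 1 that fell over all genes, Mndal, and 3 when adjusted over the list alone. Both lists were partly informed by the top of Supplementary Table 1.

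Cell cycle genes were slightly higher (22 genes, median 0.13, 21 above 0, adjusted p = 2.48e-06); none passed an adjusted p of 0.05 or an unadjusted p under 0.05. Of 20 fatty acid oxidation and PPAR target genes, Cpt1a and Plin2 rose over all genes and 3 when adjusted over the list alone, but the list did not pass (median 0.05, adjusted p = 0.141). Lower lists not given elsewhere with their test were basophil and mast cell genes (adjusted p = 0.00957, but 0.303 with a Max group mean of at least 1), stromal and endothelial genes (adjusted p = 0.0024) and glucocorticoid response genes (adjusted p = 0.0138). T cell (median −0.42, adjusted p = 0.0601), megakaryocyte (−0.41, adjusted p = 0.314), stem and progenitor cell (−0.13, adjusted p = 0.711), plasmacytoid dendritic cell (−0.11, adjusted p = 0.315), eosinophil (−0.07, adjusted p = 0.744), unfolded protein response (−0.04, adjusted p = 0.450), cytosolic ribosomal protein (−0.03, adjusted p = 0.258) and epithelial genes (0.00, adjusted p = 0.821) did not pass.

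Gene types were tested after their values had been seen, as 15 lists with their own adjustment. Histone genes were higher (63 genes, median 0.26, 60 above 0, adjusted p = 1.40e-17), as were small nucleolar RNAs (103 genes, median 0.87, adjusted p = 2.28e-07), small Cajal body RNAs (16 genes, median 0.79, adjusted p = 0.000175), small nuclear RNAs (54 genes, median 0.57, adjusted p = 0.00499) and miscellaneous RNAs (106 genes, median 0.54, adjusted p = 2.28e-07). Of the last, the abundant Rn7sk, Rn7s1 and Rn7s2 had log2 fold changes of 0.53, 0.87 and 0.86 in the authors' deposited table, none of which passed singly. Smaller shifts upward passed for bidirectional promoter RNAs (median 0.15, adjusted p = 0.00490), processed transcripts (0.08, adjusted p = 0.0198), sense intronic RNAs (0.09, adjusted p = 0.0307), antisense RNAs (0.08, adjusted p = 0.0424) and long intergenic RNAs (0.06, adjusted p = 0.0493). Protein-coding genes were lower by a small amount (median −0.01, 5378 of 11484 above 0, adjusted p = 0.00429).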
